A study of Mus musculus with 9 samples. Its data were reported in "IFN-γ-dependent regulation of intestinal epithelial homeostasis by NKT cells" (2024).

How the data were processed

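RNA sequencing was performed on intestinal epithelial cells (IECs) sorted as EpCAM+ cells from crypts of the proximal small intestine of female C57BL/6J mice. Mice received phosphate-buffered saline (PBS) or 2 µg of α-galactosylceramide (αGalCer), a glycolipid that the antigen-presenting molecule CD1d displays to natural killer T (NKT) cells and that thereby activates them. Per the labels, 3 mice formed the control group (PBS, 18 h), 3 mice were sampled 18 h after αGalCer (18h-αGal) and 3 other mice were sampled 72 h after it (72h-αGal). Each library came from 1 mouse. The only controls were labelled 18 h, so at 72 h the effect of αGalCer could not be separated from that of the time of sampling. The labels gave no sequencing or library batch. Replicate numbers 1 to 3 recur in each group, but the animals differ, and the labels do not describe a pairing.

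The authors prepared ribosomal RNA-depleted, strand-directional libraries, sequenced them as 100 bp reads on an Illumina NovaSeq instrument and mapped the reads to the mouse genome build GRCm39 with HISAT2. They deposited a raw read count for each gene and library. The counting program, the annotation release and the strand setting were not stated, so genes that overlap on opposite strands may have exchanged reads, and reads of near-identical genes may have been split or dropped. The smallest total of any gene in the deposited count table was 6 over the 9 libraries. The authors also deposited a normalised signal per gene, which equalled the raw count divided by 1 factor per library. These factors matched the median-of-ratios size factors of DESeq2 computed from the raw counts, with a largest relative difference of 2.2e-16. A division of this kind does not change the ranking of genes within a library and gives no correction for gene length or GC content.

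The count table held 29288 genes. Of their identifiers, 28480 matched the GENCODE vM39 annotation of GRCm39, from which gene symbols and positions (1-based) were taken, and 808 did not match. Matched genes held 98.4% of all counts. Total counts per library ranged from 8887861 to 32722293, a 3.68-fold range. A floor of 3 counts was set for each library, although values of 1 and 2 counts also occurred. It was 0.338 CPM (the count relative to the total of the library) in the smallest library and 0.0917 CPM in the largest. Such floors cover counting error only, since reads without molecular identifiers are not independent molecules.

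Differential expression was tested on the raw counts with edgeR 4.0.16 in R 4.3.3. Genes with too few counts were removed with filterByExpr, which kept 18933 genes, and libraries were scaled by the trimmed mean of M values (TMM). All 9 libraries entered a single robust quasi-likelihood fit of the group means, so that the groups shared an estimate of the spread, and 3 contrasts were tested: 18h-αGal against control, 72h-αGal against control, and 72h-αGal against 18h-αGal. The common dispersion was 0.123. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and genes with an adjusted p under 0.05 were called. Standard errors of log2 fold changes were derived from the F statistic. Values of single genes are given as the deposited normalised signal, called normalised counts here, as mean ± SD of 3 mice. The procedure was tested on simulated counts in which 200 genes had been changed 4-fold between control and 18h-αGal. The 200 were drawn from genes with a simulated mean of at least 50 counts, so genes with fewer counts were not covered. Of these 200, edgeR recovered 166 (83%) with 12 false calls among 18121 genes tested. It called 0 genes for the simulated 72h-αGal group, in which nothing had been changed. DESeq2 recovered 183 (91.5%) with 47 false calls among 18925 genes. False calls thus made up a larger part of its calls than the threshold of 0.05 aims at.

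The genes named in the text were fixed by a rule: a list of 24 genes that the study measured or named, of which 23 passed the filter, and for each comparison with control up to 5 genes with the largest log2 fold change in each direction. The latter had to be called, to have a mean of at least 100 counts over the 6 libraries compared, and to show no overlap between the replicates of both groups. For the listed genes, p-values were also adjusted over the list alone. Not every gene that met the rule is given in the text. Genes named outside this rule were chosen after their values were seen, and the text says so.

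Gene sets were 17 lists written from general knowledge of intestinal biology, since the collections used by the study were not used here. They were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset inter-gene correlation, two-sided, and with Benjamini-Hochberg adjustment over the sets. Effects are given as the mean log2 fold change of the set's genes minus that of all other tested genes. Similarity of libraries was described by principal components of the 500 genes with the largest variance, and by the ratio of the mean distance between groups to the mean distance within groups, with an exact permutation test over the 20 arrangements of 6 libraries. The smallest p that this test can give for 3 against 3 mice is 0.1.

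For named genes and members of the sets, 494 genes in all, the share of 50-base words of the transcripts, taken every 25 bases, that also occur in other genes was computed, together with overlaps of exons on either strand.

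The groups, tests, gene lists, rule for named genes and most alternatives were chosen before the data were examined. Those alternatives were DESeq2 1.42.0, limma-trend on the deposited normalised counts, only the 6 libraries compared, other filters, other scalings (relative log expression, upper quartile, library size only), a replicate block, a non-robust fit, removal of mitochondrial genes, a minimum fold change, leaving out each library in turn, and for gene sets an estimated inter-gene correlation and fgsea 1.28.0. Alternatives added after seeing the data were counts divided by 2 and rounded up, removal of each library's trend with GC content, with and without a replicate block, thinning of all libraries to the smallest total, and equal weights of both groups in the distance ratio when a library was left out.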

Results

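To follow how IECs respond when NKT cells are activated in vivo, RNA was sequenced from sorted crypt IECs of 9 mice, 3 given PBS (control), 3 sampled 18 h after αGalCer (18h-αGal) and 3 sampled 72 h after it (72h-αGal). The control libraries held 32722293, 19308214 and 8887861 counts for replicates 1, 2 and 3. The 18h-αGal libraries held 30802477, 21567453 and 14951274 counts, and the 72h-αGal libraries held 16283386, 19162563 and 24255415. The mitochondrial gene mt-Co1 had the largest count in each library, from 2.90% of the total in 18h-αGal replicate 2 to 4.37% in control replicate 3. All mitochondrial genes together took between 7.95% and 11.7% of the counts. Xist, which is transcribed from the inactive X chromosome of female cells, had between 21450 and 115291 raw counts in each library. Replicates differed by more than counting error in each of the 9 within-group pairs, with a chi-square per degree of freedom between 17.5 and 64.1.

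The first question was whether libraries grouped by treatment and time. The first principal component of the 500 genes with the largest variance held 37.6% of their variance and the second held 18.5%. The 18h-αGal libraries lay between 23.04 and 37.74 on the first component, and the control and 72h-αGal libraries lay between -23.36 and -3.70. Control replicate 3 was at -46.15 on the second component, while the other 8 libraries lay between 0.01 and 14.62. The mean distance between 18h-αGal and control libraries was 1.28 times the mean distance within these groups, with an exact permutation p of 0.1, the smallest that 3 against 3 mice can give. The same ratio was 1.05 for 72h-αGal against control and 1.40 for 72h-αGal against 18h-αGal, each again with an exact permutation p of 0.1. The ratio for 72h-αGal against control fell to 0.941 without 72h-αGal replicate 3, where 3 of the 4 within-group pairs were controls, and was 1.044 there with both groups weighted equally.

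**Figure D1:**
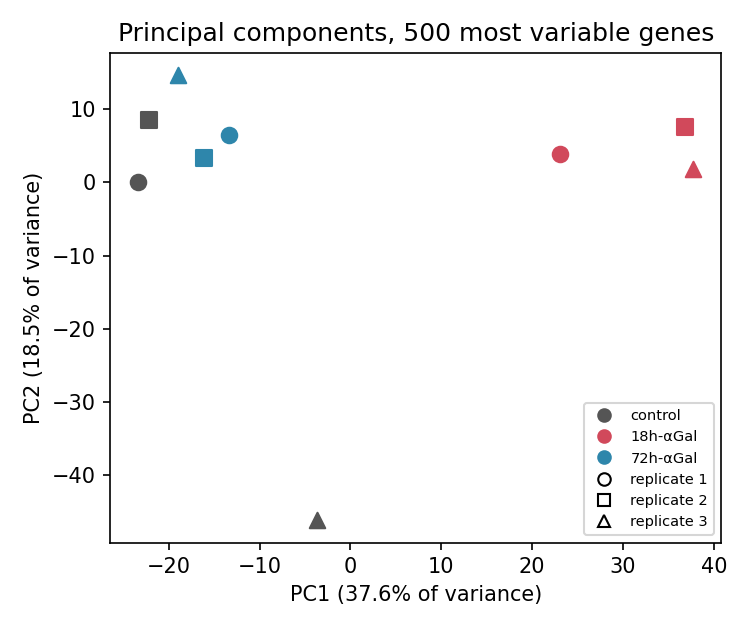
Principal components of log2 CPM of the 500 genes with the largest variance, with the first component (37.6% of variance) on the x axis and the second (18.5%) on the y axis, both without units, 1 point per library coloured by group and shaped by replicate. The 3 18h-αGal libraries lie above 23 on the first component, the other 6 lie below 0, and control replicate 3 lies at -46.15 on the second component.

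The comparison of 18h-αGal with control asked which genes change soon after NKT cell activation. Of 18933 genes tested, 1128 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 619 of them higher and 509 lower at 18 h. Requiring in addition an absolute log2 fold change of at least 1 left 426 genes (174 higher and 252 lower), the alternative that moved the count most, and leaving out 18h-αGal replicate 2 gave 432. An unadjusted p under 0.05 was reached by 3947 genes, where chance alone would give 947. The replicates of both groups did not overlap for 4521 of the tested genes (23.9%), where chance gives 10%.

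Among the genes that rose and were named by rule, the largest change was that of ENSMUSG00000118051, an identifier with no match in the annotation, so that its name and position are not given. Its normalised count was 37.9 ± 47.6 (SD, n = 3) in controls and 6914 ± 1306 (n = 3) in 18h-αGal mice, a log2 fold change of 8.09 ± 0.85 (SE) with an adjusted p of 0.0044 in edgeR's quasi-likelihood test. Tgtp1 (ENSMUSG00000078922, a protein-coding T cell-specific GTPase gene on chromosome 11 from 48876154 to 48884999) rose from 2.68 ± 2.86 to 428 ± 145 normalised counts, a log2 fold change of 7.05 ± 0.70 with an edgeR adjusted p of 0.000124. Tgtp1 shares 93.0% of its 50-base words with other genes, most with Tgtp2, so the reads of this pair cannot be assigned with certainty. F830016B08Rik (ENSMUSG00000090942, protein-coding, chromosome 18 from 60426445 to 60438660) rose from 2.21 ± 3.84 normalised counts to 197, 405 and 219 in the 3 18h-αGal mice, with a log2 fold change of 6.82 ± 0.88 and an edgeR adjusted p of 0.00211. Controls 1 and 3 had 0 counts of F830016B08Rik, so the size of its change is uncertain. It ranged from 5.93 to 11.23 under the alternatives, with the call kept. Iigp1 (ENSMUSG00000054072, an interferon-inducible GTPase gene on chromosome 18 from 60506680 to 60525706) rose from 34.1 ± 20.2 to 3239 ± 1186 normalised counts, with a log2 fold change of 6.69 ± 0.65 and an edgeR adjusted p of 0.00201. Ly6a (ENSMUSG00000075602, which encodes the surface protein Sca-1, chromosome 15 from 74863840 to 74869880) rose from 54.0 ± 55.8 to 1774 ± 646 normalised counts, with a log2 fold change of 5.37 ± 0.95 and an edgeR adjusted p of 0.0247. Ly6a shares 14.4% of its words with the predicted gene Gm28068, which also overlaps it on the opposite strand.

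Among the genes that fell, Hsd3b3 (ENSMUSG00000062410, a steroid dehydrogenase gene on chromosome 3 from 98648793 to 98670443) went from 220 ± 59.2 (SD, n = 3) normalised counts in controls to 13.8 ± 5.90 (n = 3) at 18 h, with a log2 fold change of -4.04 ± 0.44 (SE) and an edgeR adjusted p of 0.000131. Its exons overlap those of Zfp697 on the opposite strand. Gkn3 (ENSMUSG00000030048, a gastrokine gene on chromosome 6 from 87360238 to 87365917) went from 307 ± 189 to 19.6 ± 14.96 normalised counts, with a log2 fold change of -3.87 ± 0.72 and an edgeR adjusted p of 0.0146. The cytochrome P450 genes Cyp2c55 (ENSMUSG00000025002, chromosome 19 from 38995462 to 39031144) and Cyp2b10 (ENSMUSG00000030483, chromosome 7 from 25597045 to 25626049) had log2 fold changes of -3.83 ± 0.73 and -3.61 ± 0.73, with edgeR adjusted p of 0.0228 and 0.0367. Cyp2b10 was no longer called under 8 of 20 alternatives, Cyp2c55 under 6 and Gkn3 under 3, each with its direction kept.

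Of the 23 listed genes tested, 9 passed an adjusted p of 0.05 over the list alone (7 higher and 2 lower at 18 h), and 7 passed over all genes tested. The alternative that moved this count most, limma-trend on the deposited normalised counts, gave 13. Ifng itself was not analysed here. The chemokine gene Cxcl9 (ENSMUSG00000029417, chromosome 5 from 92469206 to 92475945) rose from 1.90 ± 3.29 (SD, n = 3) to 123 ± 35.8 (n = 3) normalised counts, with a log2 fold change of 5.85 ± 0.95 (SE) and an edgeR adjusted p over all genes of 0.00254. Controls 1 and 3 had 0 counts of Cxcl9, and its log2 fold change ranged from 5.02 to 10.06 under the alternatives, with the call kept. The peptide transporter gene Tap1 (ENSMUSG00000037321, chromosome 17 from 34405996 to 34416199) had a log2 fold change of 2.25 ± 0.38 and an edgeR adjusted p of 0.0166. Exons of Tap1 overlap those of Psmb9 on the opposite strand. The lipoxygenase gene Alox5 (ENSMUSG00000025701, chromosome 6 from 116387032 to 116438139) had a log2 fold change of 1.10 ± 0.28, and Chga (ENSMUSG00000021194, chromosome 12 from 102520484 to 102531300), a marker of enteroendocrine cells, had 0.61 ± 0.17, with edgeR adjusted p of 0.0302 and 0.0469. Chga lost its call under 13 of 20 alternatives, Ly6a under 8, Alox5 under 7 and Tap1 under 3. The fatty acid transporter gene Cd36 (ENSMUSG00000002944, chromosome 5 from 17986432 to 18094067) fell from 247.5 ± 100.1 to 43.9 ± 21.8 normalised counts, with a log2 fold change of -2.51 ± 0.45 and an edgeR adjusted p of 0.00507. Stat2 (ENSMUSG00000040033, chromosome 10 from 128106352 to 128128735) rose with a log2 fold change of 1.70 ± 0.43 and Ifngr2 (ENSMUSG00000022965, a chain of the IFN-γ receptor, chromosome 16 from 91343906 to 91362512) had -0.54 ± 0.18. Both passed over the list alone (edgeR adjusted p of 0.0149 and 0.0261) but not over all genes (0.067 and 0.0999).

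The other 14 listed genes did not pass over the list at 18 h. The stem cell genes Lgr5 and Olfm4 had log2 fold changes of -1.21 ± 0.62 and -1.25 ± 0.53 (SE), with edgeR adjusted p over the list of 0.172 and 0.109. Lgr5 counts were 2199 ± 1171 (SD, n = 3) in controls and 944 ± 581 (n = 3) at 18 h, and the replicates of the groups overlapped. Nos2 had a log2 fold change of -2.79 ± 1.03 with an edgeR adjusted p over the list of 0.0761, and control replicate 3 had 3095 normalised counts of this gene against 320 and 384 in the other controls. Dclk1, Apoa4, Il7, Csf1, Neurog3, Ifngr1 and Cd1d1 had edgeR adjusted p over the list between 0.152 and 0.414. Lcn2, Muc2, Lyz1 and Atoh1 had edgeR adjusted p over the list between 0.532 and 0.94, and each changed direction when a library was left out. Cd1d1 shares 24.7% of its words with other genes, most with Cd1d2, and Lyz1 shares 18.4%, most with Lyz2.

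**Figure D2:**
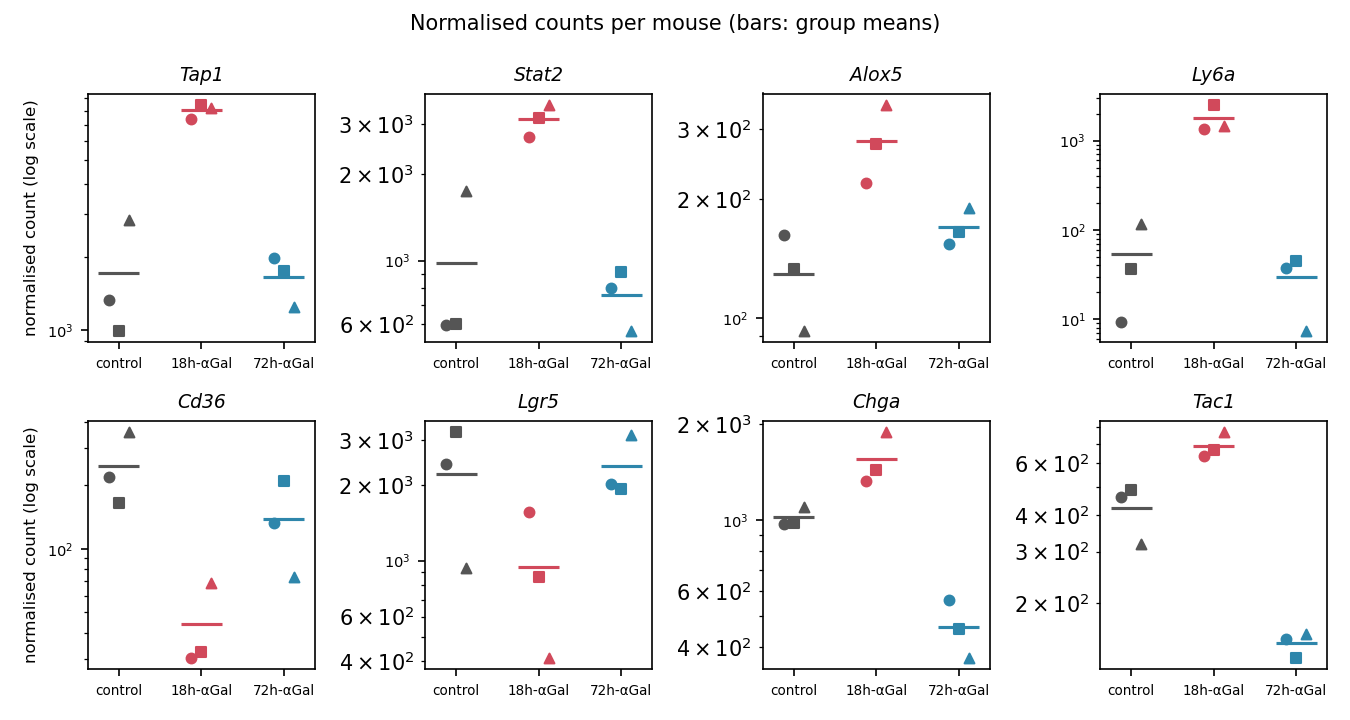
Normalised counts per mouse on a logarithmic axis for 8 genes, 1 point per mouse (circle, square and triangle for replicates 1, 2 and 3) in the control, 18h-αGal and 72h-αGal groups, with a bar at each group mean. Tap1, Stat2, Alox5 and Ly6a are higher in all 3 18h-αGal mice than in each control, Cd36 is lower in all 3, Lgr5 overlaps between groups, and Chga and Tac1 are lower in all 3 72h-αGal mice than in the other 6.

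To ask which programmes changed together, 17 gene sets were tested with limma's camera. With the preset inter-gene correlation, 12 sets had a Benjamini-Hochberg adjusted p under 0.05 at 18 h (10 higher, 2 lower). With the correlation estimated from the data, the alternative that moved the count most, 0 sets passed at 18 h and 1 had an unadjusted p under 0.05, with a lowest adjusted p of 0.0527. The 9 other divisions of the same 6 libraries into 2 groups of 3 called between 3 and 12 sets, so the number of individually called genes in each set, added after these results were seen, is given beside the set's mean. The IFN-γ-inducible genes had a mean log2 fold change 3.40 above that of other genes with a camera adjusted p of 1.57e-30, and 23 of its 31 tested genes were called higher. The class I antigen presentation genes lay 1.504 above other genes with 18 of 22 called higher, the class II genes 2.70 above with 3 of 10 called, and the type I IFN-inducible genes 1.68 above with 8 of 37 called. The unfolded protein response genes lay 0.45 above other genes with 11 of 27 called higher and 1 lower, and the proliferation genes 0.51 above with 8 of 45 called higher. The enteroendocrine genes lay 0.63 above with 6 of 33 called higher, the tuft cell genes 0.88 above with 3 of 24 called, the apoptosis genes 0.37 above with 6 of 28 called higher and 1 lower, and the Paneth cell genes 0.59 above with 0 of 23 called and 0 at an unadjusted p under 0.05. The Paneth cell set lost its call under 6 of 18 alternatives and the apoptosis set under 4. Paneth cell genes lay 0.21 above other genes without control replicate 3 (camera adjusted p of 0.481) and 1.055 above without control 2 (3.31e-05). The xenobiotic and bile acid metabolism genes lay at -1.15 against other genes with 15 of 41 called lower, and the stem cell genes at -0.80 with 4 of 26 called lower. The goblet cell, enterocyte, fetal-like, lymphocyte and myeloid sets did not pass, and only 12 of 34 lymphocyte and 13 of 28 myeloid markers had enough counts to be tested.

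**Figure D3:**
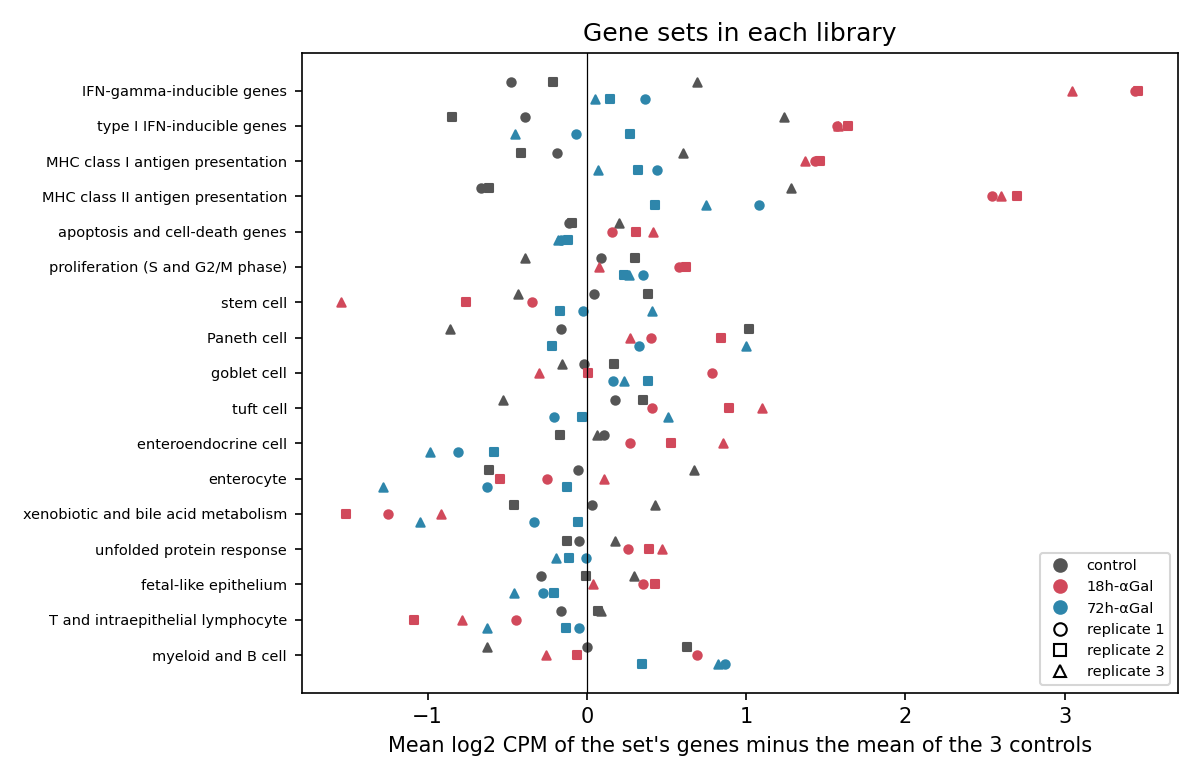
Mean log2 CPM of the genes of each set in each library, minus the mean of the 3 controls, with the log2 difference on the x axis and the 17 sets on the y axis, 1 point per library coloured by group and shaped by replicate. For the IFN-γ-inducible genes the 18h-αGal libraries lie between 3.05 and 3.46 and the 72h-αGal libraries between 0.05 and 0.36, while control replicate 3 lies at 0.69 and the other controls at -0.48 and -0.21.

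The comparison of 72h-αGal with control asked which changes were present later, with the limit that the controls were sampled at 18 h. In edgeR's quasi-likelihood test 5 of 18933 genes had an adjusted p under 0.05, and all 5 were lower at 72 h. An unadjusted p under 0.05 was reached by 1125 genes, where chance alone would give 947, and replicates did not overlap for 12.8% of the tested genes, where chance gives 10%. DESeq2, the alternative that moved this count most upward, called 31 genes, and leaving out control replicate 1 gave 0 with 1042 at an unadjusted p under 0.05. Tph1 (ENSMUSG00000040046, which encodes tryptophan hydroxylase 1 of serotonin synthesis, chromosome 7 from 46294065 to 46321965) went from 1046 ± 142 (SD, n = 3) to 416 ± 34.5 (n = 3) normalised counts, a log2 fold change of -1.32 ± 0.15 (SE) with an edgeR adjusted p of 0.00512. Tac1 (ENSMUSG00000061762, the gene of the precursor of substance P, chromosome 6 from 7554120 to 7565834) went from 421 ± 89.6 to 146 ± 14.4 normalised counts, with a log2 fold change of -1.52 ± 0.21 and an edgeR adjusted p of 0.017. Neurod1 (ENSMUSG00000034701, a transcription factor gene on chromosome 2 from 79282865 to 79287294 whose exons overlap those of Cerkl on the same strand) had a log2 fold change of -1.19 ± 0.16 and an edgeR adjusted p of 0.017. The chromogranin genes Chgb (ENSMUSG00000027350, chromosome 2 from 132622464 to 132637904) and Chga (ENSMUSG00000021194) had log2 fold changes of -1.06 ± 0.16 and -1.13 ± 0.17, with edgeR adjusted p of 0.0349 and 0.039. Tph1 lost its call under 3 of 20 alternatives, Neurod1 under 6, Tac1 under 7, Chgb under 9 and Chga under 11. Of the 23 listed genes, only Chga passed at 72 h, over the list and over all genes, and 3 had an unadjusted p under 0.05.

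With the preset correlation, camera called 10 of the 17 sets at 72 h (4 higher, 6 lower), but 0 passed with the estimated correlation and 1 had an unadjusted p under 0.05. The 9 other divisions of these 6 libraries called between 2 and 14 sets, and the 3 that part the same-numbered replicates as the real division does called 10, 12 and 12. The enteroendocrine genes had a mean log2 fold change of -0.84 against other genes, with 33 of 33 tested genes lower, 19 at an unadjusted p under 0.05 and 5 called, which were all 5 genes called at 72 h. The IFN-γ-inducible genes lay 0.14 above other genes at 72 h with a camera adjusted p of 0.553, the class I genes 0.23 above (0.414) and the type I IFN-inducible genes at -0.13 (0.21). Of their genes 17 of 31, 11 of 22 and 32 of 37 were lower. With fgsea the type I set was called lower (adjusted p of 0.00259), while the other 2 sets did not pass (0.3 and 0.229). None of the type I genes had an unadjusted p under 0.05. The class II genes lay 0.71 above with a camera adjusted p of 0.0384, with 0 of 10 genes called and 0 at an unadjusted p under 0.05. The enterocyte genes lay at -0.72 (35 of 36 lower, camera adjusted p of 1.82e-11), the xenobiotic and bile acid metabolism genes at -0.53 (39 of 41 lower, 1.94e-09) and the proliferation genes 0.24 above (41 of 45 higher, 8.48e-07). Single genes called in these 3 sets numbered 0, with 6, 11 and 6 at an unadjusted p under 0.05. Their size depended on the controls. The 3 sets lay at -0.33, -0.25 and 0.10 without control replicate 3, and at -1.05, -0.79 and 0.37 without control 2. Direction and call were kept in both fits. The class II, proliferation and xenobiotic sets thus had the direction they had at 18 h. The other 5 called sets were apoptosis (-0.20), goblet cell (0.21), unfolded protein response (-0.15), fetal-like (-0.36) and myeloid genes (0.63), with camera adjusted p between 0.0138 and 0.0488. The unfolded protein response set lost its call under 12 of 18 alternatives, fetal-like under 10 and myeloid under 7. Apoptosis and goblet cell lost it under 3 each, and class II under 10.

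The direct comparison of 72h-αGal with 18h-αGal asked whether the 2 time points differed. In edgeR's quasi-likelihood test 1936 genes had an adjusted p under 0.05, 792 higher and 1144 lower at 72 h than at 18 h. Requiring an absolute log2 fold change of at least 1, the alternative that moved this count most, left 682 (367 higher and 315 lower). Of the 1128 genes called at 18 h against control, 880 were also called between the time points and 3 were also called at 72 h against control. Those 3 were Chga, Chgb and Tac1, and none of them kept its direction. Their log2 fold changes against control were 0.61, 0.72 and 0.71 at 18 h and -1.13, -1.06 and -1.52 at 72 h. At 72 h, 1016 of the 1128 had less than 50% of the absolute log2 fold change they had at 18 h, and the median absolute log2 fold change over these genes was 0.81 at 18 h and 0.16 at 72 h. The sign at 72 h was the same as at 18 h for 621 of them. Since these genes were selected on their change at 18 h, a smaller change at 72 h is partly due to that selection.

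**Figure D4:**
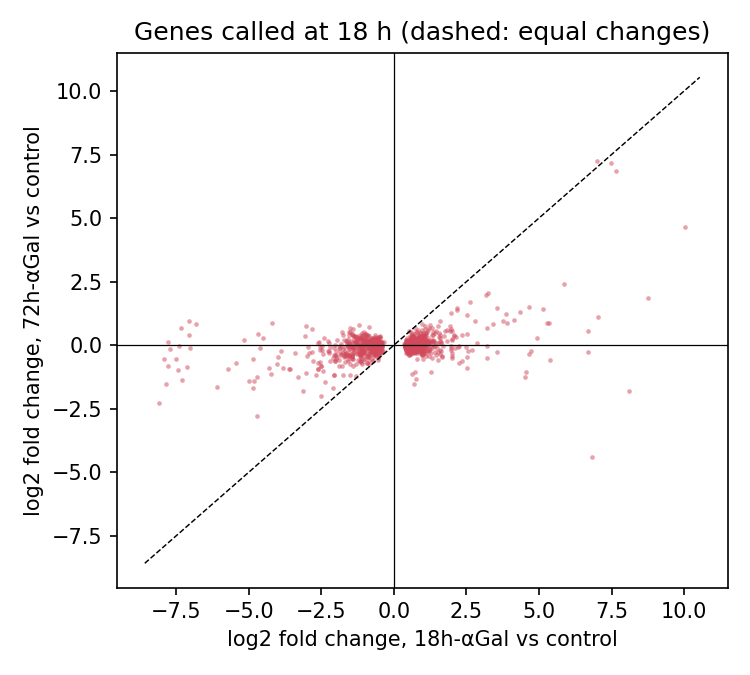
Log2 fold change against control at 18 h (x axis) and at 72 h (y axis) for the 1128 genes called at 18 h, 1 point per gene, with a dashed line where both changes are equal. Most points lie near 0 on the y axis, and the median absolute log2 fold change is 0.81 at 18 h and 0.16 at 72 h.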

Values the study reported

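For IECs of mice given αGalCer, the study, which tested genes with DESeq2 and took an adjusted p under 0.05, reported 1,574 differentially expressed genes at 18 h and 28 at 72 h.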

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

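Both αGalCer groups were compared with the same controls, so 72h-αGal against 18h-αGal tests the difference between their changes from control. Since all controls were sampled at 18 h, that difference also holds any effect of the time of sampling. Each result in this part stood out because that difference had an adjusted p under 0.05. The tests of RNA from immune cells, of the share of enteroendocrine genes that were lower, of other scalings for the remaining gene sets, of GC content and library size for the count of genes, and of how far the GC trend moved single genes, were chosen after the results they measure had been seen.

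Between the time points 1936 genes differed in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 10 divisions of these 6 libraries into 2 groups of 3, 4 part all 3 same-numbered pairs, as the real one does, and the other 6 part only 1 pair. Among the 4, only 1, the real one, gave as many genes, and the other 3 gave 0 with 533 to 616 at an unadjusted p under 0.05. A share of 1 in 4 is the smallest these 4 can give. This share alone thus could not exclude a chance division of the mice, however the counts had come out. The 6 divisions that part 1 pair gave 0 as well, with 162 to 658 at an unadjusted p under 0.05. The labels describe no pairing, so all 10 divisions can be compared, and only the real one called any genes. The smallest share possible there is 1 in 10, which still leaves a chance division open. The count was 1932 once each library's trend with GC content was taken out and 1854 with all libraries thinned to the smallest total, so library size does not explain it. Removal of the GC trend moved the log2 change of 15.2% of genes by over 0.05 and that of any gene by at most 0.49, so the trend was small and its removal was a weak test. The shift of the median gene was 0.05 on the log2 scale with TMM, 0.12 with upper quartile scaling and 0.12 with library size only, so changes of gene sets are given relative to all other genes.

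The interferon and antigen presentation genes were lower at 72 h than at 18 h. Relative to other genes, the mean log2 difference was -3.26 for the IFN-γ-inducible set, -1.81 for the type I IFN-inducible set, -1.27 for the class I set and -1.99 for the class II set, with all 3 72h-αGal libraries below all 3 18h-αGal libraries in each of these sets. Individually, 26 of 31, 12 of 37, 17 of 22 and 3 of 10 of their genes were called lower. Among named genes the log2 change from 18 to 72 h was -9.88 for ENSMUSG00000118051, -6.95 for Iigp1, -5.96 for Ly6a, -5.95 for Tgtp1, -3.43 for Cxcl9, -2.28 for Tap1 and -2.02 for Stat2. The edgeR adjusted p was 0.00132 for Iigp1 and 0.000133 for Tgtp1. F830016B08Rik had 0 counts in all 3 72h-αGal libraries, and against the floor of 3 counts it was at least 94.4-fold higher at 18 h, a log2 value of -6.56. If more immune cells had carried this RNA, lymphocyte and myeloid markers would have been higher in each 18h-αGal library than in each control. Their summed CPM was 0.948 times that of controls on average, and the groups overlapped. It was 51.7 to 78.6 at 18 h and 77.2 to 90.3 at 72 h, so it did not fall with these genes. Marker genes cannot show whether an unchanged number of immune cells carried more of this RNA at 18 h. Without genes that share over 10% of their sequence words with others, the IFN-γ-inducible set (21 genes) still differed by -3.00, and with libraries thinned by -3.07. With the GC trend taken out it differed by -3.25, and since this moved no gene of the set by more than 0.08, the trend was too small to produce the difference. Under 3 other scalings its mean log2 fold change was at most -3.05. None of the technical explanations tested accounts for the pattern, but immune cells of unchanged number were not tested, and Tgtp1 and Tgtp2 cannot be separated. A response to interferon that was smaller at 72 h than at 18 h is therefore a hypothesis, made and tested on the same data. Whether it had ended by 72 h was left open, since the values against control depended on single controls. The 4 sets differed from other genes by 0.14, -0.13, 0.23 and 0.71 at 72 h. Without control replicate 3 they differed by 0.55, 0.55, 0.59 and 1.41, but leaving out the highest control must raise these values. Without control 1 they differed by -0.13, -0.35, 0.11 and 0.35, and without control 2 by 0.01, -0.58, -0.0002 and 0.38.

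The enteroendocrine genes were higher at 18 h and lower at 72 h than in controls, and the difference between the time points was -1.48 relative to other genes, with 33 of 33 tested genes lower at 72 h (100%) and 19 called. All 3 72h-αGal libraries lay below all 3 controls, and all 3 18h-αGal libraries above them. Among named genes the log2 change from 18 to 72 h was -2.22 for Tac1, -1.78 for Chgb, -1.74 for Chga, -1.57 for Neurod1 and -1.56 for Tph1. The set differed by -1.37 with libraries thinned. It differed by -1.47 with the GC trend taken out, which moved no gene of the set by more than 0.10, so the trend was too small to produce the difference. Under 3 other scalings its mean log2 fold change against control was at least 0.49 at 18 h and at most -0.75 at 72 h, so both directions were kept. If the libraries held different shares of enteroendocrine cells, all genes of the set would move by a common factor. Their log2 changes ranged from -3.01 to -0.43 with an SD of 0.559, against a median of 0.640 in 10000 random lists of genes of similar abundance. This met the rule set beforehand, an SD no larger than that median, but 26.1% of the lists had an SD as small, so the set was not clearly more uniform than random genes. The test thus neither favours nor excludes a different share of enteroendocrine cells among the sorted cells, whether from sorting or in the crypts, and the pattern cannot be told apart from that explanation. Leaving out single libraries moved the number of genes called at 72 h between 0 and 20, so the 72 h part rests on few calls.

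In 7 further sets, the mean log2 difference between 72 and 18 h relative to other genes was -0.58 for apoptosis, -0.27 for proliferation, 0.83 for stem cell, -0.84 for tuft cell, -0.57 for enterocyte, 0.62 for xenobiotic and bile acid metabolism and -0.61 for unfolded protein response genes. Individually, 12 of 28 apoptosis genes were called lower and 2 higher, 2 of 45 proliferation genes lower, 7 of 26 stem cell genes higher, 6 of 24 tuft cell genes lower, 8 of 41 xenobiotic and bile acid metabolism genes higher, and 11 of 27 unfolded protein response genes lower and 1 higher. Of the 36 enterocyte genes 2 were called higher and 0 lower, against the direction of the set's mean, with 11 at an unadjusted p under 0.05. Among named genes the log2 change from 18 to 72 h was 3.65 for Gkn3, 3.29 for Hsd3b3, 2.94 for Cyp2c55 and 1.69 for Cd36. Together with the type I, class I and class II sets these are 10 sets. All 10 kept their direction and their call with the GC trend taken out, and all 10 did so without genes that share sequence. With libraries thinned 9 kept both, and under 3 other scalings 9 kept both. In each case the exception was proliferation, which cannot be told apart from an effect of library size or scaling. Over the 9 fits that each left out a library, proliferation lost its call in 4 (adjusted p from 1.09e-05 to 0.339) and enterocyte in 1 (6.93e-07 to 0.0688), while the other 8 sets kept direction and call in all 9. With fgsea the adjusted p was 0.0721 for enterocyte and under 0.05 for the other 9 sets, so the enterocyte change is uncertain. A changed mix of cell types among the sorted cells was not tested for these sets and remains open. With an estimated inter-gene correlation, camera called 0 of 17 sets between the time points and 2 had an unadjusted p under 0.05. Other divisions of these 6 libraries called up to 13 sets, more than the 12 of the real one, so the number of sets called carries little weight.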

How the results depend on the processing

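Counts divided by 2, removal of the GC trend with and without a replicate block, thinning, and equal weights of the groups in the distance ratio were chosen after seeing the data. At 18 h, 1128 genes were called. The count was 593 with only the 6 libraries compared (587 of them shared), 1720 with DESeq2 (1125 shared), 426 with an absolute log2 fold change of at least 1, and from 432 to 1556 across the 9 fits that each left out a library. The other alternatives gave between 781 and 1527 genes. Upper quartile scaling called 41.7% of its genes higher at 18 h, against 54.9% with TMM. The same scaling called 54.7% of genes higher between 72 and 18 h, against 40.9% with TMM. Upper quartile scaling moved the median gene from -0.03 to -0.09 at 18 h and from 0.05 to 0.12 between the time points, in the direction of these changed shares. At 18 h more genes were lower than higher also with DESeq2 (803 higher, 917 lower) and with an absolute log2 fold change of at least 1 (174 higher, 252 lower), so which direction held more genes depended on the setting.

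At 72 h, 5 genes were called. The count was 13 with no filter, 3 with a mean of at least 50 counts, 3 with a non-robust fit, 3 with limma-trend on the deposited normalised counts, 31 with DESeq2 (5 higher, 26 lower), and from 0 to 20 across the fits that each left out a library. Fits that left out control replicate 1, 72h-αGal replicate 1 or 72h-αGal replicate 3 gave 0, with 1042, 828 and 689 genes at an unadjusted p under 0.05. All 5 genes were among the 13 and the 31, and the cause of the changes was not tested. Between 72 and 18 h, 1936 genes were called, 682 with an absolute log2 fold change of at least 1, and from 831 to 2593 across the fits that each left out a library. The other alternatives gave between 1361 and 2494.

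Same-numbered mice of different groups are different animals, and the correlation of their deviations from the group means was 0.0665 for 18h-αGal and control, -0.0914 for 72h-αGal and control and -0.0477 for 72h-αGal and 18h-αGal. With the replicate number as a block, 781 genes were called at 18 h, 1 at 72 h and 1371 between the time points, with 12 and 10 gene sets and 9 listed genes. With the replicate block and the GC trend taken out, 783, 1 and 1361 genes were called.

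The count of listed genes called at 18 h over the list alone was 9, and alternatives gave between 7 and 13. Gene sets depended on the correlation: 12 sets at 18 h and 10 at 72 h became 0 and 0 with an estimated inter-gene correlation, with 1 set each at an unadjusted p under 0.05. At 72 h, 6 sets were called with no filter and 6 with only the 6 libraries compared, and the cause was not tested. The distance ratio at 18 h stayed above 1 in all alternatives tried, between 1.12 and 1.422. That at 72 h ranged from 0.941 to 1.24 across the fits that each left out a library, and was under 1 without each of the 3 72h-αGal libraries (0.943, 0.958 and 0.941), with exact permutation p of 0.7, 0.7 and 0.6. In each of these fits 3 of the 4 within-group pairs were controls, which lay farther apart than the 72h-αGal libraries, and with both groups weighted equally the ratio was 1.04, 1.059 and 1.044. Over all 6 fits that left out a library of these groups, equal weights gave between 1.031 and 1.08 with exact permutation p of 0.1 to 0.3, so the fall under 1 came from the weights.

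Log2 fold changes at 18 h changed direction for 4 genes when a library was left out. They ranged from -1.41 to 0.93 for Lcn2, from -0.66 to 0.23 for Muc2, from -0.23 to 1.02 for Lyz1 and from -0.19 to 0.32 for Atoh1. None of these was called in any fit. Over 817 comparisons of a named gene with an alternative, 701 kept direction and call, 100 lost the call, 9 gained it and 7 changed direction. Over 396 comparisons of a called set, 327 kept both and 69 lost the call. The depth of control replicate 3 (8887861 counts) limits the controls most for low genes, and thinning all libraries to that total still called 1106 genes at 18 h and 4 at 72 h, 985 and 3 of them shared.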

Other observations

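The tests of a mixed or mislabelled sample, of immune marker genes and of the deposited normalised counts for control replicate 3, the test of the class II set at 72 h, the count of divisions for listed genes at 72 h, and the sizes of the GC trend, were chosen after the results they measure had been seen, as were the genes given by name in this part.

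Control replicate 3, the smallest library, stood apart from the other controls. Its mean distance to them was 1.32 times the distance between them. That ratio was 1.35 with all libraries thinned to the smallest total, so library size does not account for it. It was 1.28 with the deposited normalised counts, the only other scaling tried here, and 1.30 with the GC trend taken out. The GC trend moved the log2 difference of control replicate 3 from the other controls by at most 0.19 for any gene, so its removal was a weak test. Control replicate 3 also differed in single genes. This library had 1788 normalised counts of H2-Aa against 129 and 235 in controls 1 and 2, 478 of Ifi44 against 12.9 and 26.6, 635 of Ifit1 against 59.3 and 22.8, and 3095 of Nos2 against 320 and 384. Summed CPM of lymphocyte and myeloid markers was 0.731 times that of the higher of the other controls. RNA from a larger number of immune cells is thus an unlikely source by this measure. If part of an 18h-αGal library had been mixed in, genes at least 8-fold higher at 18 h (43 genes) would place it at a common fraction. The median fraction was 0.15 with an interquartile range of 0.242, against at most 0.0920 in 24 computed mixtures, and the median was 0.0979 for IFN-γ-inducible and 0.4996 for type I IFN-inducible genes. Nos2 was also higher in control replicate 3 than in any 18h-αGal library, so a simple mixture is unlikely. Its mean distance to the 18h-αGal libraries was 1.09 times, and to the 72h-αGal libraries 0.975 times, that to the other controls, but controls 1 and 2 were nearer to the 72h-αGal libraries as well, so distances alone could not show whether the sample was mislabelled. On a scale from 0 (controls 1 and 2) to 1 (18h-αGal), genes called without control replicate 3 placed it at a median of 0.397 (863 genes higher at 18 h) and 0.376 (687 lower). Its IFN-γ-inducible genes lay at 0.69 against 3.05 to 3.46 in the 18h-αGal libraries. Its type I IFN-inducible genes came nearer, at 1.24 against 1.57 to 1.64, but still lay below all 3. By these values an 18h-αGal mouse labelled as control is unlikely. On the same scale for 72h-αGal, the 11 genes higher at 72 h placed it at 1.26, with all 11 nearer to 72h-αGal. The 9 lower genes placed it at 0.218, with 0 of the 9 nearer to 72h-αGal. Its enteroendocrine genes lay at 0.07 against -0.98 to -0.59 in the 72h-αGal libraries. A 72h-αGal mouse labelled as control is thus unlikely too. Since the labels give no group that sets this mouse apart, no biological explanation was tested.

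The class II antigen presentation genes at 72 h lay 0.71 above other genes with all controls, 1.41 without control replicate 3, and 0.35 and 0.38 without controls 1 and 2. Leaving out the highest control must raise this value, so the test has no weight on its own and cannot tell a lasting rise from the effect of 1 control. The IFN-γ-inducible, type I IFN-inducible and class I genes at 72 h likewise lay 0.55, 0.55 and 0.59 above other genes without control replicate 3 (camera adjusted p of 9.43e-05, 1.1e-07 and 4.97e-08), but at -0.13, -0.35 and 0.11 without control 1 (0.388, 0.00888 and 0.767). Without control 2 they lay at 0.01 and -0.58 for the first 2 sets (0.614 and 4.97e-05), and class I genes did not pass (0.428). Without control replicate 3, 20 genes were called at 72 h, 11 of them higher: Nlrc5, H2-Q7, H2-Eb1, Ifi44, H2-Ab1, H2-DMb1, Cd74, H2-Q6, H2-DMa, H2-Aa and Psmb8. Normalised counts of Nlrc5 were 96.9 and 104 in controls 1 and 2, 794 in control 3, and 627, 413 and 648 in 72h-αGal mice. A candidate explanation is that some antigen presentation genes were still raised at 72 h and that control replicate 3 hid it, and further control mice would be needed to tell.

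For the comparisons with control, only 1 of the 4 divisions that part all 3 same-numbered pairs, the real one, gave as many genes at 18 h, and the others gave 0 with 345 to 769 at an unadjusted p under 0.05. It also was the only 1 of 4 with as many listed genes (9, against 0 with 0 to 2 at an unadjusted p under 0.05) and the only 1 of 4 with as many gene sets (12, against at most 9), although a division that parts only 1 pair also gave 12. At 72 h the real division was the only 1 of 4 with as many genes (5, against at most 2), although others had up to 1665 genes at an unadjusted p under 0.05 against 1125. For listed genes at 72 h, 3 of the 4 gave as many, since the real division called 1 and others called up to 3, with up to 5 at an unadjusted p under 0.05 against 3. All 4 of 4 gave as many gene sets at 72 h. No share under 1 in 4 is possible among these 4. The labels describe no pairing, and over all 10 divisions the smallest possible share is 1 in 10. The real division was the only 1 of 10 with as many genes at 18 h and at 72 h, and with as many listed genes at 18 h. Neither share is small enough for these tests to exclude chance. The number of genes called at 18 h was 1125 with the GC trend taken out and 1106 with libraries thinned. Removal of the GC trend moved the log2 change at 18 h of 11.7% of genes by over 0.05 and that of any gene by at most 0.39, so the trend was small and its removal was a weak test, while library size does not account for the 1128.

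Even counts outnumbered odd ones among values from 1 to 20, at 69.5% to 73.1% of such values per library. A candidate explanation is that both mates of a read pair were counted. The share of zeros among values expected at 2 to 4 counts was 52.7%, against 12.4% in counts simulated singly and 30.3% in counts simulated in pairs. By the rule set beforehand this lay nearer to pairs, but it exceeded both simulations, so the simulations miss other variation and the explanation was left open after the result was seen. With counts divided by 2, 1258 genes were called at 18 h and 5 at 72 h.

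At 72 h, 5 genes were called against control here. That is lower than the number quoted from the study above. Those 5 were called by edgeR, while DESeq2, the test the study used, called 31 genes at 72 h here and 1720 at 18 h.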
